A study of Homo sapiens with 11 samples. Its data were reported in "Phase Ib trial of inhaled iloprost for the prevention of lung cancer with predictive and response biomarker assessment" (2023).

How the data were processed

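The data were single-cell RNA sequencing libraries of endobronchial biopsies taken in a trial of inhaled iloprost, an analogue of prostacyclin. Biopsies had been digested to single cells and captured in droplets with the Chromium 3' system of 10x Genomics, in which every transcript copy carries a unique molecular identifier (UMI). The labels listed 11 samples, of which 5 were titled Pre and 6 Post. The authors deposited 11 matrices of UMI counts per gene and barcode, each for a single library and each with 33538 genes. Per the file headers the counts were written by Cell Ranger 3.1.0, whereas the methods of the study name another version, and the genome build behind the matrices was not given in the sources used here. For that reason genes are given by symbol and Ensembl identifier as the deposited files pair them, without coordinates. The counts were raw, with no normalization, pooling or batch correction by the authors in the matrices used here. The barcodes in them had already been called as cells, and the cell types and cluster numbers of the study were not used here.

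The names of the matrices carried the biopsy site (LUL, RB6 or RUL, abbreviations that the labels do not spell out) and a prefix shared by 2 or 3 libraries, but neither Pre nor Post. The prefixes of sets A and B (defined below) also begin alike, while those of sets C and D each begin in their own way. Counted by site, sets A and B together hold as many libraries as there are samples titled Pre, and sets C and D together as many as there are titled Post. Neither the labels nor the names state that match, and a group was not to be inferred from names, so it was not used. No matrix was placed before or after iloprost, and that comparison was not made. Libraries were grouped by site, which the sample titles and matrix names share (LUL, n = 4; RB6, n = 3; RUL, n = 4), and by set, meaning the libraries whose names share a prefix (set A with LUL and RUL, n = 2; sets B, C and D with all 3 sites, n = 3 each). What a set stands for was not stated, and sets may also differ by batch of processing. For its single-cell data the study names fewer participants than there are sets here. If these matrices are those data, the sets cannot each be another person. Tests over libraries or sets therefore do not extend to people, and those by set treat sets A and B as separate. The main tests, samples, covariates, marker lists, the rule for named genes and most alternatives were fixed before the data were examined, and what was added or chosen later is named as such where it is given. Libraries were compared with each other by a chi-square test of their counts over genes. The lowest chi-square per degree of freedom among the 55 pairs was 53.6, so no library was taken to be present more than once.

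Barcodes with at least 200 genes and at most 25% mitochondrial UMIs were kept. Of 66116 barcodes, 43747 passed, or 66.2%, with a range of 47.6% to 82.4% between libraries. Doublet scores were computed per library by simulating doublets, following the Scrublet procedure. The automatic threshold marked 883 barcodes in all and under 0.5% of the barcodes in 6 of the 11 libraries, so it was not used, and the highest-scoring barcodes were removed in each library at 0.8% per 1000 barcodes of the matrix (3613 barcodes, 2.29% to 8.09% per library, in part also failing the other filters). This left 41511 cells. UMIs per cell were scaled to 10000 and log-transformed, 2000 variable genes were chosen, and 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1 gave 35 clusters (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1). The gene lists of the study, mitochondrial genes, variable segments of immune receptors, XIST and genes on the Y chromosome were left out of the variable genes. Neighbours were weighted as in UMAP. No correction between libraries was applied before clustering. The clustering was computed a second time, in double precision, because the first computation gave other clusters on another type of processor. The results of the first computation had been seen by then, including those of every test. Rules, thresholds and tests were kept, except that the MMP13 test within a cluster was afterwards taken as undecided where a set had fewer than 20 cells and the HBB test against T cells where libraries went both ways, and some results close to a threshold changed sides between the computations.

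Clusters were named from 14 marker panels. A marker counted when it was detected in at least 10% of the cells of a cluster and was at least 2-fold above the other cells (with 5 CPM added to both, CPM being the UMIs of a gene scaled to a common total), and a name needed at least 3 such markers. A cluster took the panel with the largest share of its markers counted, provided that the mean log2 fold of the panel was above 0. It stayed unnamed if its 10 leading genes by fold, among those detected in at least 25% of its cells, held more markers of another panel than of its own, or if 3 times its median UMI count was below the median of the libraries it came from and none of its markers was among those genes. This was version 3 of the naming rule. Versions 1 and 2 were dropped after the leading genes of the clusters had been seen and before any comparison between groups was run. Version 1 ranked panels by mean fold alone and named a GZMK-led and a GNLY-led cluster of the first computation as NK cells. Under version 3 the GZMK-led cluster (727 cells) was named T cells, and the GNLY-led cluster (862 cells) was left unnamed because NK markers outnumbered T cell markers among its leading genes. Of the 35 clusters, 3 with 1011 cells were not named and the others fell in 12 classes. The NK and neutrophil panels named no cluster. The class is a property of a cluster, and 1831 cells lay within 0.1 of a second class by their own marker scores.

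Shares of cells were compared on the log odds with 0.5 added to both counts. The statistic was the sum of squares between groups after removal of the means of the other factor, and the exact permutation distribution was taken over every arrangement of site within sets (432 arrangements, smallest possible p 0.00463) or of set within sites (3456 arrangements, smallest possible p 0.00174). These tests are two-sided by construction, and p values were adjusted by the Benjamini-Hochberg method over the 12 classes. The log2 ratio of CPM in T cells to that in all other named cells, with 0.5 UMI added to each sum, was tested over libraries by a two-sided exact sign-flip permutation test. The same test compared T cells with a CD8A or CD8B UMI and no CD4 UMI with T cells with a CD4 UMI and neither of the former, in libraries with at least 20 cells of both kinds. The share of cells with a CD8A or CD8B UMI, or with a CD4 UMI, was also taken in T, basal, endothelial, ciliated cells and fibroblasts, as the expected share after drawing 1000 UMIs without replacement from each cell that had as many, a check added after the results were seen. Intervals for single shares are 95% Wilson intervals, and they cover counting error only.

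For gene expression, UMIs were summed per library over all kept cells, T cells or basal cells, and tested in edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F test with site and set in the same model, TMM normalization, filterByExpr on site and Benjamini-Hochberg adjustment at 0.05. Standard errors were obtained from the fold change and its F statistic. DESeq2 1.42.0 was an alternative. The genes named in the text followed a rule: the genes that the study reported for T cells (CD69, RUNX3, CCL5, GZMA and CXCR4), those it reported for a subset of basal cells (MALAT1, HBB, DDX17, F3 and a gene printed there as SYEN2, read here as SYNE2), and for LUL minus RUL up to 3 genes higher and 3 lower with the smallest adjusted p and the same sign in every set. Genes on the Y chromosome, XIST, HLA genes and variable segments of immune receptors were not named. The study chose its lists on these biopsies, so a result adjusted over a list alone is not independent evidence.

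Both kinds of test were tested on simulated data. With 200 genes changed 4-fold in counts drawn from the means and depths of these libraries, edgeR called between 98.5% and 100% of them, and unchanged genes made up between 4.31% and 11.1% of the calls. The changed genes were drawn only from those above a floor of mean CPM, and no other difference between sites or sets was simulated. The recovery therefore does not extend to genes with low counts or smaller changes. In 400 simulated shares with an SD of 0.4 on the log odds, the permutation test gave p under 0.05 in 4.75% of unchanged shares by site and 3.5% by set, and in 85% and 62.75% of those changed 4-fold.

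Depth differed between libraries. The total ranged from 27083414 to 114184366 UMIs and the median per barcode from 2874 to 5442 UMIs. The sums tested in T cells held between 314377 and 5968172 UMIs from 121 to 2456 cells, and those in basal cells between 3007135 and 26361578 UMIs from 144 to 1206 cells. The alternatives were other filters on cells, no doublet removal, Leiden resolutions of 0.5 and 2, classes from the marker score of each cell, other denominators, thinning to 1000 UMIs per cell, means over sets, another normalization, DESeq2, no filter on low counts, a model without the other factor, and leaving out each library in turn.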

Results

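Single-cell transcriptomes of endobronchial biopsies were available as 11 libraries, 4 from the site LUL, 3 from RB6 and 4 from RUL. They fell into 4 sets of libraries with a shared name prefix, set A with LUL and RUL only and sets B, C and D with all 3 sites. The names of sets A and B also begin alike. The study asked how inhaled iloprost, a prostacyclin analogue, altered the cells of the bronchial wall. Neither the labels nor the names state which libraries came before or after treatment, and none was placed. The comparisons made were therefore between biopsy sites and between sets. The cells and genes that the study singled out were measured in every library. The libraries held 66116 barcodes and 585803930 UMIs in all. Barcodes per library ranged from 2840 in the RUL library of set D to 10112 in the LUL library of set D, which also had the lowest and the highest totals of 27083414 and 114184366 UMIs. The median per barcode was lowest in set A (2918 UMIs for LUL and 2874 for RUL) and set C (3374.5 UMIs for LUL, 3180 for RB6 and 3567 for RUL). It was higher in set B (5181 for LUL, 5442 for RB6 and 4568 for RUL) and in set D (5111.5 for LUL, 4368 for RB6 and 4553.5 for RUL). After filtering, 41511 cells were kept, between 2094 and 5867 per library.

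The kept cells formed 35 clusters, of which all but 3 carried the markers of 12 cell classes. T cells were the most frequent class with 10292 cells in 5 clusters, followed by basal cells with 7878 cells in 5 clusters, endothelial cells (6711), fibroblasts (5384), ciliated cells (3888), smooth muscle cells (3110) and secretory cells (1494). Myeloid cells (632), B cells (472), gland cells (405), plasma cells (187) and mast cells (47) were less frequent. The remaining 1011 cells in 3 clusters were not named. The largest of these clusters, led by GNLY and with 862 cells, made up 0.571% ± 0.745 of the kept cells in set A (SD, n = 2), 0.514% ± 0.542 in set B (n = 3), 4.51% ± 0.892 in set C (n = 3) and 0.720% ± 0.206 in set D (n = 3). Basal clusters 2, 9 and 10 were mixed between libraries, but cluster 14 came to 98.3% from the LUL library of set A and cluster 24 to 98.6% from the RB6 library of set B. Cluster 10 (1454 cells), led by KRT6A, LY6D and SERPINB4, had 4 basal markers counted and 0 among its leading genes. At resolution 0.5 a cluster of 2531 cells with these 3 leading genes was named secretory. The basal name of cluster 10 is therefore uncertain. Stress-related genes (ATF3 and CYR61) were among the leading genes of basal cluster 2, along with KRT14 and KRT15.

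The first question was whether the makeup of the biopsies followed the biopsy site. T cells made up 20.5% ± 14.8 of the kept cells in LUL (SD, n = 4), 20.8% ± 21.7 in RB6 (n = 3) and 24.7% ± 9.63 in RUL (n = 4), with no difference beyond the spread between libraries (exact permutation test within sets, p = 0.306). Basal cells made up 23.1% ± 6.34 in LUL, 18.9% ± 9.35 in RB6 and 16.8% ± 11.1 in RUL (exact permutation test, p = 0.287). None of the 12 classes differed between sites in this test at an adjusted p under 0.05, nor at an unadjusted p under 0.05, and the smallest p was 0.106 for endothelial cells (adjusted p 0.722).

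The second question was whether libraries of one set resembled each other. The T cell share was 26.6% ± 0.620 in set A (SD, n = 2), 9.21% ± 5.62 in set B (n = 3), 40.5% ± 4.54 in set C (n = 3) and 13.5% ± 4.53 in set D (n = 3). The SD of the set means was 14.1 percentage points, against 4.56 points within sets, and the exact permutation test of set within sites gave the smallest p it allows, 0.00174 (adjusted p 0.0208). The alternative that moved this result most was the share of T cells among immune cells, where the exact permutation p was 0.0295. With that denominator set C no longer had the highest share. The cluster with the most T cells differed between libraries: cluster 12 held 94.5% of those in the LUL library of set A and 34.7% of those in the RB6 library of set B, cluster 0 held 52.1%, 42.6% and 49.2% in the LUL, RB6 and RUL libraries of set C, cluster 1 held the most in the RUL libraries of sets A and B and the RB6 library of set D, and cluster 8 held the most in the LUL library of set B and the LUL and RUL libraries of set D.

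**Figure D1:**
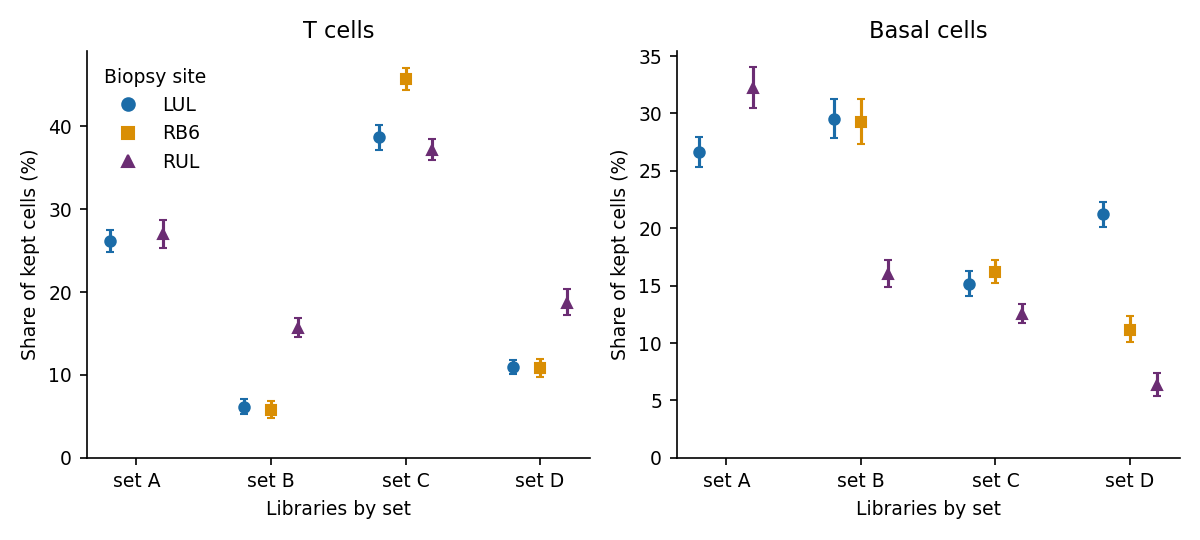
Share of T cells (left) and basal cells (right) among the kept cells of each library, in percent, by set on the horizontal axis and biopsy site by colour and shape, with 95% Wilson intervals that cover counting error only. The 3 libraries of set C have the highest T cell shares, from 37.2% to 45.7%.

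In total 5 of the 12 classes differed between sets at an adjusted p under 0.05 in the exact permutation test, and 7 at an unadjusted p under 0.05. Besides T cells these were, in the same exact permutation test, plasma cells (p = 0.00694, adjusted p 0.0365), fibroblasts (p = 0.0104, adjusted p 0.0365), B cells (p = 0.0122, adjusted p 0.0365) and ciliated cells (p = 0.0174, adjusted p 0.0417). B cells reached 2.08% ± 0.888 in set C, against 0.0662% ± 0.0937 in set A, 0.748% ± 0.383 in set B and 0.724% ± 0.336 in set D. Plasma cells reached 0.969% ± 0.379 in set C, against 0.197% ± 0.0646 in set A, 0.203% ± 0.186 in set B and 0.00625% ± 0.0108 in set D. Fibroblasts made up 21.1% ± 5.17 in set D, 13.9% ± 2.99 in set B, 9.40% ± 3.43 in set C and 8.29% ± 1.98 in set A. Ciliated cells made up 17.4% ± 7.96 in set B, 12.3% ± 1.14 in set D, 6.52% ± 0.923 in set A and 3.28% ± 1.69 in set C. These 5 calls depended on the setting. None passed when immune classes were taken as shares of immune cells and epithelial classes as shares of epithelial cells (0 of 12). Fibroblasts kept all cells as their denominator there, so their share and unadjusted p did not change. Their call was lost only in the adjustment, because the p values of other classes had changed. With the filters on genes and mitochondrial UMIs lifted, 2 classes passed. The basal cell share was 29.4% ± 3.96 in set A, 24.9% ± 7.73 in set B, 14.6% ± 1.87 in set C and 12.9% ± 7.60 in set D, a difference that did not pass the exact permutation test (p = 0.0625, adjusted p 0.0938). This exact permutation p was 0.0434 with all barcodes and 0.0255 without the LUL library of set D, but 0.231 with at least 500 genes and at most 15% mitochondrial UMIs and 0.174 with classes from the marker score of each cell.

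The study described an expansion of CD8 T cells after iloprost, so the balance of CD8A (ENSG00000153563) and CD4 (ENSG00000010610) UMIs within T cells was measured. CD8A made up between 81.6% and 98.0% of their sum in the 11 libraries, from 80 to 3211 CD8A UMIs and 16 to 249 CD4 UMIs per library. This share counts UMIs and not cells. Of all T cells, 62.4% held a CD8A or CD8B UMI and 6.57% a CD4 UMI, so some held neither. Whether both transcripts were captured equally well was not tested. The CD8A share of UMIs therefore does not give the percentage of CD8 cells among T cells. By site the share was 92.3% ± 2.62 in LUL (SD, n = 4), 89.2% ± 6.77 in RB6 (n = 3) and 90.7% ± 6.16 in RUL (n = 4), with an exact permutation p of 0.986. By set it was 96.7% ± 1.82 in set A, 85.1% ± 4.81 in set B, 93.4% ± 1.33 in set C and 90.2% ± 0.841 in set D, with an exact permutation p of 0.0191. The difference between sets did not pass the test when 1 of 4 libraries was left out: the exact permutation p was 0.0625 without the RUL library of set A, 0.104 without the RUL library of set B, 0.0718 without the LUL library of set C and 0.0579 without the LUL library of set D.

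The study also reported higher CD69, RUNX3, CCL5, GZMA and CXCR4 in T cells after treatment. These genes were compared here between T cells and all other named cells of the same library. Each was higher in T cells in 11 of 11 libraries, with an exact sign-flip permutation p of 0.000977, the smallest that 2048 sign arrangements allow. CD69 (ENSG00000110848) was at 389 ± 179 CPM in T cells and 3.63 ± 3.72 CPM in other cells, a mean log2 ratio of 7.24 ± 1.32 (SD, n = 11). CCL5 (ENSG00000271503) was at 3679 ± 2126 against 16.7 ± 19.5 CPM (log2 ratio 8.29 ± 1.01), GZMA (ENSG00000145649) at 398 ± 155 against 1.32 ± 1.02 CPM (8.60 ± 1.31), CXCR4 (ENSG00000121966) at 636 ± 217 against 14.6 ± 9.71 CPM (5.64 ± 0.91) and RUNX3 (ENSG00000020633) at 325 ± 144 against 9.80 ± 3.06 CPM (4.98 ± 0.71). Taken as 4 set means, the direction was the same in 4 of 4 sets for each gene, but an exact test over 4 values cannot give a p below 0.125. The size of the log2 ratio did not differ between sites or sets after adjustment over the 5 genes, with the smallest p for RUNX3 by site (exact permutation p = 0.0185, adjusted p 0.0926).

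Within T cells, those with CD8A or CD8B UMIs were compared with those with CD4 UMIs in the 8 libraries that had at least 20 cells of both kinds. The CD4 group was small, with 24 to 161 cells per library. As a measure of RNA from other cells, the share of cells with such UMIs was computed at 1000 UMIs per cell. A CD8A or CD8B UMI was expected in 49.4% of T cells, against 0.278% of basal cells, 0.446% of endothelial cells, 0.426% of fibroblasts and 0.332% of ciliated cells. A CD4 UMI was expected in 1.11% to 6.82% of the T cells of single libraries, against 0.0674%, 0.0497% and 0.239% of all basal cells, endothelial cells and fibroblasts, but 2.47% of all ciliated cells. CD69 (log2 ratio 0.72 ± 0.29), RUNX3 (1.43 ± 0.37), CCL5 (2.54 ± 0.66) and GZMA (1.85 ± 0.68) were higher in CD8 T cells in 8 of 8 libraries (exact sign-flip permutation p = 0.00781, the smallest the design allows; adjusted p 0.00977). CXCR4 did not differ over the 8 libraries, with a log2 ratio of 0.08 ± 0.68, higher in CD8 T cells in 5 of 8 (exact permutation p = 0.711). That mean joins sets that went different ways. The ratio was 0.75, 0.77 and 0.78 in the LUL, RB6 and RUL libraries of set C. In the other sets it lay between -1.14 (LUL of set A) and 0.08 (RUL of set D), and 1 of 4 sets had a mean above 0. Under the stricter cell filter fewer libraries qualified and none of the 5 genes passed (0 genes, adjusted p 0.0781 for the 4 genes), while the ratios kept their direction. Fewer libraries raise the smallest p that the sign-flip test allows, so this result is not evidence against a difference.

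**Figure D2:**
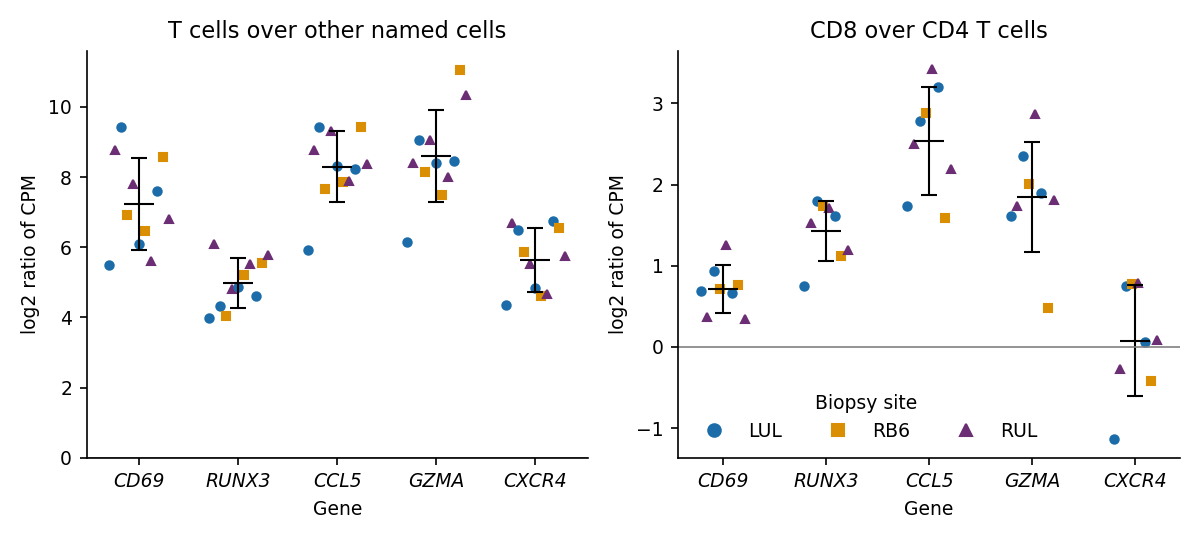
Log2 ratio of CPM for the 5 T cell genes of the study, in T cells over other named cells (left, 11 libraries) and in CD8 over CD4 T cells (right, 8 libraries). Points are libraries with the biopsy site by colour and shape, black bars give the mean and SD, and all ratios on the left lie above 0.

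Gene expression over all kept cells differed little between sites and strongly between sets. These sums join all cell classes, and 5 of the 12 classes differed in share between sets. The counts of genes by set over all cells therefore do not separate expression within cells from the mix of cells. By site, edgeR called 0 of 19544 genes at an adjusted p under 0.05, with 1473 genes (7.54%) at an unadjusted p under 0.05, whereas DESeq2 called 204. By set, edgeR called 8587 genes (43.9%) and DESeq2 called 10832. In T cells edgeR called 0 of 9912 genes by site, with 571 (5.76%) at an unadjusted p under 0.05, and DESeq2 also called 0. By set it called 1823 genes in T cells (18.4%), against 1731 in DESeq2. In basal cells edgeR called 3 of 16249 genes by site, with 1665 (10.2%) at an unadjusted p under 0.05, and DESeq2 called 158; by set the counts were 3364 (20.7%) and 3926. The biological coefficient of variation between libraries of one site, after accounting for set, was 0.217 over all cells, 0.164 in T cells and 0.172 in basal cells. When 1 library was left out, the counts by set ranged from 4527 to 8463 genes over all cells, from 845 to 1916 in T cells and from 1508 to 2938 in basal cells.

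The 3 genes called by site in basal cells were MMP13, LMO3 and PLAT, with edgeR adjusted p of 0.0224, 0.0479 and 0.0479. Of these only MMP13 followed the rule for named genes, and LMO3, PLAT and the RB6 minus RUL value of MMP13 were chosen after their values were seen. MMP13 (ENSG00000137745) was lower in LUL than in RUL by a log2 difference of -1.51 (SE 0.15, edgeR adjusted p 0.0336), with 12.3 ± 6.76 CPM in LUL (SD, n = 4) and 36.2 ± 22.7 CPM in RUL (n = 4), and lower in 4 of 4 sets. It was also lower in RB6 than in RUL (-1.70, SE 0.17, edgeR adjusted p 0.0247), with 11.7 ± 5.49 CPM in RB6 (n = 3) and the same sign in 3 of 3 sets. LMO3 (ENSG00000048540) was higher in RB6 than in RUL by 2.99 on the log2 scale (SE 0.30, edgeR adjusted p 0.0247), at 29.9 ± 9.40 against 2.84 ± 1.51 CPM and in 3 of 3 sets. It rested on 5 to 393 UMIs per library and was among the leading genes of basal cluster 24, which came mostly from 1 RB6 library. PLAT (ENSG00000104368) was lower in RB6 than in RUL (-1.24, SE 0.13, edgeR adjusted p 0.0284), at 14.1 ± 2.26 against 31.2 ± 5.23 CPM and in 3 of 3 sets. These calls depended on single libraries. In edgeR 0 genes were called by site in basal cells without the RB6 or RUL library of set B, the LUL library of set C or the RB6 or RUL library of set D, and 1 without the LUL or RUL library of set A or the RUL library of set C. LUL minus RB6 gave 0 genes in basal cells (1078 at an unadjusted p under 0.05, smallest edgeR adjusted p 0.274). Over all cells and in T cells none of the 3 contrasts between sites gave a gene in edgeR, with 762 to 1869 and 548 to 607 genes at an unadjusted p under 0.05 and smallest adjusted p of 0.0539 and 0.173.

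In T cells each of the 5 genes of the study differed between sets in edgeR, with adjusted p from 3.04e-05 (CCL5) to 0.00304 (RUNX3), and 5 of 5 passed when adjusted over the list alone. CCL5 averaged 6470.0 ± 250.2 CPM in set C (SD, n = 3) and 5336 ± 1308 in set A (n = 2), against 1724 ± 288 in set B and 2083 ± 405 in set D (n = 3 each), where CPM were scaled by the TMM factors. CXCR4 averaged 273 ± 76.6 CPM in set A, against 708 ± 68.5 in set B, 783 ± 268 in set C and 700.4 ± 90.2 in set D (edgeR adjusted p 0.00106). CD69 averaged 158 ± 13.9 CPM in set A, 455 ± 148 in set B, 589 ± 202 in set C and 314 ± 76.6 in set D (edgeR adjusted p 0.00228). GZMA and RUNX3 averaged 616 ± 84.2 and 522 ± 105 CPM in set C, with means between 186 and 422 CPM in the other sets. Set C had the highest mean for each of the 5 genes, and the lowest mean was in set A for CD69, GZMA and CXCR4 and in set B for RUNX3 and CCL5. By site none of the 5 genes passed in edgeR, over all genes or adjusted over the list alone, with adjusted p over all genes from 0.844 to 0.965. As the cluster with the most T cells was 0 in set C, 12 or 1 in set A, 8, 12 or 1 in set B and 8 or 1 in set D, these values compare mixtures of T cell clusters.

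MALAT1, HBB, DDX17, F3 and SYNE2 were the genes that the study reported for a subset of basal cells. F3 (ENSG00000117525) differed between sets in basal cells (edgeR adjusted p 0.00794). It averaged 460.1 ± 9.29 CPM in set A (SD, n = 2), 818 ± 113 in set B, 552 ± 60.5 in set C and 844 ± 125 in set D (n = 3 each). HBB (ENSG00000244734) ranged from 0.155 to 677 CPM between libraries, and its edgeR adjusted p by set was 0.0560 over all genes and 0.0315 adjusted over the list alone. In 4 of 6 other settings the HBB adjusted p by set was under 0.05, over a range of 0.0124 to 0.0576. MALAT1 (ENSG00000251562), SYNE2 (ENSG00000054654) and DDX17 (ENSG00000100201) averaged 38000.2 ± 6072, 215 ± 37.0 and 391 ± 19.7 CPM over the 11 libraries and did not differ between sets (edgeR adjusted p 0.208, 0.262 and 0.937). Adjusted over the list alone, 2 of 5 genes passed by set and 0 of 5 by site. By site the adjusted p over all genes ranged from 0.472 to 0.790 in edgeR, and the smallest unadjusted p was 0.0377, for SYNE2. Different basal clusters again held most of the cells in some libraries (cluster 14 with 96.8% in the LUL library of set A and cluster 24 with 552 of 613 basal cells in the RB6 library of set B), so these values compare mixtures of clusters.

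**Figure D3:**
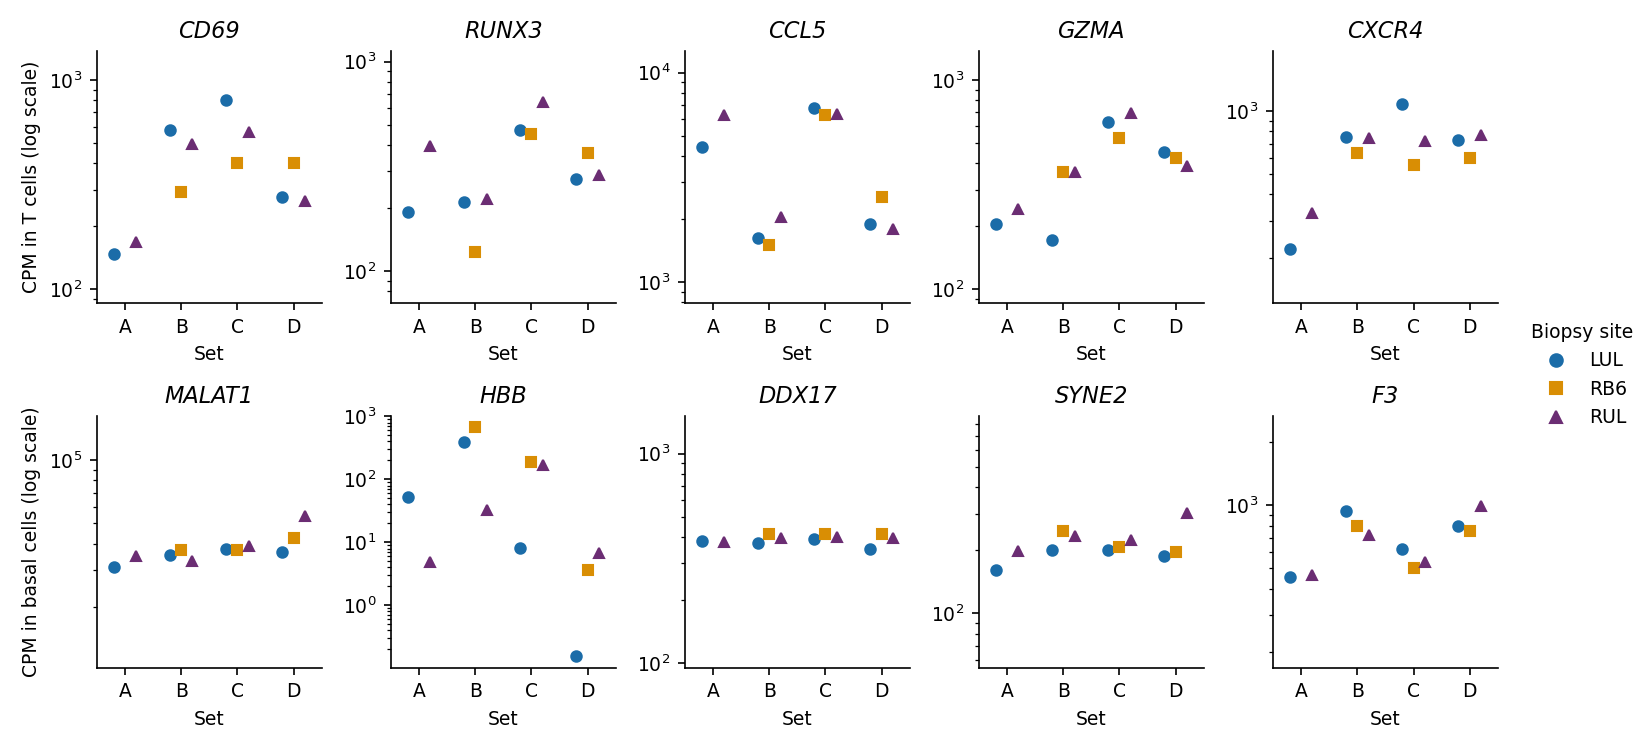
CPM on a log scale of the T cell genes of the study in T cells (top) and of its basal cell genes in basal cells (bottom), 1 point per library, by set on the horizontal axis and biopsy site by colour and shape. HBB spans 0.155 to 677 CPM in basal cells, while DDX17 lies between 348 and 413 CPM.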

Values the study reported

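The study profiled 74,519 cells from 10 biopsies of 2 participants, in pairs taken at the same sites before and after iloprost, and described 24 transcriptomic clusters. It singled out cluster 2, of CD8-positive T cells, as expanded after treatment and cluster 5, a subset of basal cells, as reduced. Cluster 5 was set apart from the basal clusters 3 and 13 by MALAT1, HBB, DDX17, F3 and a gene given as SYEN2. The T cells were in clusters 0 and 2.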

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

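The tests of counting error for plasma and gland cells, of a difference between sets for CXCR4 and of the ratio of hemoglobin genes were chosen only after the results were seen. Of 64 groups of 4 libraries examined, 5 held 1 library far from the others, where chance gives about 5 per 100 groups. No difference between groups was marked.

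Plasma cells made up 1.33% of the kept cells in the RUL library of set C (78 of 5867 cells), with a gap to the nearest other RUL library that spanned 0.886 of the range of the 4 RUL libraries. Counting error does not account for it, since the lower 95% Wilson bound of this library was 1.07%. The other libraries of set C were also high, with 54 of 5376 cells in RB6 and 23 of 4014 cells in LUL, and the share differed between sets in the report, so a difference between sets remains open for this library. What set C stands for in the design was not known, so no biological explanation was tested.

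Gland cells made up 1.03% of the cells in the RUL library of set B (38 of 3696 cells), while the other 3 RUL libraries had 0 gland cells, which with 2641, 5867 and 2284 kept cells allows shares of up to 0.114%, 0.0511% and 0.131%. The lower 95% Wilson bound of 0.750% argues against counting error. The LUL and RB6 libraries of set B also held gland cells, at 3.25% and 0.525%, but so did the LUL library of set A (165 cells, 3.64%) and the RB6 library of set C (103 cells, 1.92%), and the share did not differ between sets (exact permutation p = 0.231). Whether a biopsy reached the glands of the bronchial wall was not measured, and it stays open.

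CXCR4 in T cells was at 327 CPM in the RUL library of set A, the lowest of the 4 RUL libraries by a gap of 0.878 of their range. The LUL library of set A, at 219 CPM, was likewise the lowest of its site, so a difference between sets that affects both libraries is a candidate explanation. Dilution of T cells by RNA from other cells would lower all T cell transcripts, but relative to 100 UMIs of CD3D, CD3E, CD3G and TRAC the library still had 10.1 CXCR4 UMIs, against 20.8 to 38.3 in the other RUL libraries. T cells of this library had a median of 1412.5 UMIs, against 1556.5 to 2700.0 in the other RUL libraries. The effect of that depth on the CPM of CXCR4 was not tested.

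HBB in basal cells was at 399.7 CPM in the LUL library of set B and at 171 CPM in the RUL library of set C, with gaps of 0.871 and 0.831 of the range of their sites. HBB encodes a globin of red cells. Without the filter on genes and mitochondrial UMIs, an unnamed cluster of 330 barcodes was led by HBB, HBA2, HBA1, ALAS2 and HBM. Of these barcodes 40.3% came from the LUL library of set B. No cluster of the kept cells had HBA1, HBA2 or ALAS2 among its leading genes. In the RUL library of set C, the top 1% of basal cells by HBB (8 cells) held 99.1% of the HBB UMIs, whereas in the LUL library of set B the top 1% (8 cells) held 49.3%. HBA1 and HBA2 UMIs per 100 HBB UMIs in basal cells lay within 1.5-fold of the ratio in other cells in 9 of the 9 libraries with at least 30 HBB UMIs in both, with 46.8 in the LUL library of set B and 61.9 in the RUL library of set C. RNA of red cells, attached to or captured with some basal cells, is therefore consistent with these values, and expression of globin genes in basal cells was not excluded.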

How the results depend on the processing

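The alternatives on the GNLY-led and GZMK-led clusters were chosen after seeing the data; the others were planned. For Pre against Post, no paired analysis was possible because the deposited matrices carry no replicate number that links Pre and Post samples. The main comparisons between sites did take set into account, by permuting site within sets or with set in the model. Over 50 results, 942 alternative values were computed. Of these 823 kept their direction and their side of the threshold, 56 were no longer past it, 9 passed it only under the alternative, 49 counts moved by more than 1.5 times and 5 values changed sign.

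T cell shares by set kept p under 0.05 in the exact permutation test in each alternative (0.00174 to 0.0295) and without each library (0.00231 to 0.0185), and no cell class passed by site in any. These p values do not show which sets differ. With immune cells as the denominator the highest share was in set A rather than set C. With 1 library left out only 864 or 1152 arrangements of set within sites remain.

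The number of classes that differ between sets depended on the setting. It was 5, 2 with all deposited barcodes and 0 with immune or epithelial cells as the denominator, and it ranged from 0 to 7 without 1 library. It was 0 without the LUL library of set A, B or C or the RUL library of set D, 2 without the RUL library of set A, and 1 without the RUL library of set C or the LUL or RB6 library of set D. Fewer arrangements raise the smallest possible p in those tests. The basal share by set ranged from p 0.0434 with all deposited barcodes to 0.231 with at least 500 genes and at most 15% mitochondrial UMIs (0.174 with classes from marker scores), with a range of 0.0255 to 0.164 without 1 library, the lowest without the LUL library of set D. The CD8A share by set had a range of 0.00694 to 0.104 without 1 library, and it was 0.0625 without the RUL library of set A, 0.104 without the RUL library of set B, 0.0718 without the LUL library of set C and 0.0579 without the LUL library of set D. Apart from the smaller number of arrangements, the cause was not tested.

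The comparison of T with other cells gave 5 of 5 genes in all settings except the means of the 4 sets (0 genes), where the smallest possible exact p is 0.125. The comparison of CD8 with CD4 T cells gave 4 genes, but 0 over the means of the 4 sets for the same reason. It also gave 0 with at least 500 genes and at most 15% mitochondrial UMIs. There fewer libraries qualified, which raises the smallest possible p. The small CXCR4 ratio of 0.08 between CD8 and CD4 T cells changed sign with the GZMK-led cluster left out (-0.029), over the means of the 4 sets (-0.18) and without the LUL, RB6 or RUL library of set C (-0.017, -0.020 and -0.021). It ranged from -0.021 to 0.25 without 1 library, and it passed the test in none of these.

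Counts of genes by site depended on the tool and the filter. Over all cells DESeq2 called 204 genes and edgeR without a filter on low counts 2, against 0, with 0 to 2 genes when 1 library was left out (2 without the LUL and 1 without the RUL library of set C). In T cells edgeR without the filter called 211 genes against 0, with 0 to 5 genes without 1 library (1 without the LUL or RUL library of set A, 5 without the RUL library of set C and 2 without the LUL library of set D). In basal cells, against 3 genes, DESeq2 called 158 genes, edgeR without the filter 37, edgeR with the size factors of DESeq2 1, and edgeR without set in the model or with classes from the marker score of each cell 0. Without 1 library the count was 0 to 5: 0 without the RB6 or RUL library of set B, the LUL library of set C or the RB6 or RUL library of set D, 1 without the LUL or RUL library of set A or the RUL library of set C, and 5 without the RB6 library of set C, of which 1 was shared. Of the genes called by set in T cells, edgeR without the filter gave 3308 against 1823, of which 1762 were shared. The cause was not tested.

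Without 1 library the genes by set ranged from 4527 to 8463 over all cells, 845 to 1916 in T cells and 1508 to 2938 in basal cells. The libraries that moved these counts by more than 1.5 times were, over all cells, RUL of set A (5153), LUL of set B (5072), LUL and RUL of set C (4527 and 5480) and RB6 and RUL of set D (4956 and 5506). In T cells they were LUL of set C (845) and RUL of set D (1185), and in basal cells RUL of set B (1790.0) and LUL, RB6 and RUL of set C (1508, 1986 and 1823). A model with fewer libraries has fewer residual degrees of freedom.

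HBB by set in basal cells had an adjusted p of 0.0560 and passed 0.05 in 4 of 6 other settings in edgeR or DESeq2 (0.0124 to 0.0576), with a range of 0.0333 to 0.149 without 1 library. The log2 difference of MMP13 between LUL and RUL kept its sign throughout (-1.69 to -1.43). It lost significance without set in the model, with classes from the marker score of each cell, and without the LUL, RB6 or RUL library of set B or of set D or the LUL or RUL library of set C, that is in 8 of 11 fits with 1 library left out. Between RB6 and RUL, MMP13 (-1.81 to -1.55), LMO3 (2.77 to 3.55) and PLAT (-1.35 to -1.05) also kept their sign, and they kept significance without 1 library in 4, 3 and 2 of 11 fits. The study lists of T cell genes kept their calls by set and by site in all settings.

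Some sums were shallow or rested on few cells: T cell sums held as few as 314377 UMIs, and the least frequent class, mast cells, had 47 cells over all libraries.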

Other observations

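The tests of other groupings of the libraries, of the filter and the denominator behind the T cell share, of depth in set A, of the LUL library of set A and of the ratio of hemoglobin genes were chosen only after the results were seen. The other tests were written down before their results were seen in the first computation of the clusters. That the MMP13 test and the HBB test against T cells were undecided was set only after their results were seen.

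The number of kept cells here was 41511. That is lower than the value quoted from the study above. The barcodes in the 11 matrices numbered 66116, which is also lower, so no filter on these barcodes accounts for the gap. A looser call of cells before the matrices were written was not tested. The number of libraries here also differs from the number of biopsies quoted above, and whether these matrices are those behind the counts of the study was not known.

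Libraries were regrouped at random 100 times, the real grouping included, and edgeR was refitted each time. For set, 1 of the 100 groupings (the real one) gave as many genes as observed over all cells, 1 in T cells and 1 in basal cells, so chance is excluded for those counts. For site, 5 of 100 gave as many genes in basal cells, so chance is not excluded for the genes called there. Over all cells and in T cells the real grouping by site gave 0 genes, which 100 of 100 groupings reach in any case, so those counts do not bear on chance.

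The T cell share differed between sets by more than their spread. The filter on genes and mitochondrial UMIs is not the source, since the exact permutation p over sets was 0.00174 with all barcodes. The share of T cells among immune cells also differed between sets (exact permutation p = 0.0295), but set C was not the highest there. Set A held 1899 T cells beside 6 B, 15 plasma, 47 myeloid and 13 mast cells. Set C held 6190 beside 319, 155, 257 and 27, and set D 1337 beside 79, 1, 123 and 6. In set B the counts were 866 beside 68, 16, 205 and 1. A gain or loss of non-immune cells therefore stays open for the high share of set C. Shallow cells taken for T cells do not account for the difference between sets, since the exact permutation p was 0.0122 among cells with at least 2000 UMIs. Among those deeper cells the T cell share was 33.0% ± 3.44 in set C (n = 3), 10.2% ± 5.17 in set D (n = 3), 5.24% ± 1.48 in set B (n = 3) and 6.20% ± 3.42 in set A (n = 2). The position of set A above set D was thus not seen in deeper cells, where its mean of 6.20% stayed above that of set B by less than the SD of either. In set A, 91.0% of the T cells of the LUL library and 78.9% of those of the RUL library had fewer than 2000 UMIs (medians of 1234 and 1412.5 UMIs), so a loss of shallow T cells and a true difference cannot be told apart there. For set C, a gain or loss of non-immune cells remains open. So does a difference between people, visits, sampling, treatment or batches of processing, which these groups do not separate. The start of the name, shared by sets A and B, may mark such a batch, and as sets C and D each have their own, batch and set cannot be told apart for them. No biological explanation was tested.

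HBB UMIs in basal cells varied between libraries more than those of any other gene in the list of the study. RNA from other cells was tested by comparing HBB per cell with T cells, which should lack it, in the same library. HBB was higher in basal cells in 8 of 11 libraries, with a mean log2 ratio of 1.28 ± 2.31 (exact sign-flip permutation p = 0.0957). The libraries went both ways, from -3.64 to 5.15, and basal cells were deeper than T cells (medians of 10617 and 2067.5 UMIs), so for HBB over all libraries free RNA and other sources cannot be told apart. In the RB6 library of set C, HBB was at 435 UMIs per 100 basal cells (median 11272 UMIs), against 12.2 per 100 T cells (2347.5), 8.82 per 100 endothelial cells (5653.5) and 7.02 per 100 fibroblasts (4887), a larger gap than that in depth. HBA1 and HBA2, the partner globin genes, were present at 38.8 to 113 UMIs per 100 HBB UMIs in basal cells and lay within 1.5-fold of the ratio in other cells in 9 of 9 libraries. The top 1% of basal cells held between 9.51% and 99.1% of the HBB UMIs in those libraries, with 97.7% in the RB6 and 99.1% in the RUL library of set C, a concentration in few cells that is consistent with red cells captured together with a basal cell. HBB was among the leading genes of basal cluster 24, held to 98.6% by the RB6 library of set B. Per cell, T cells of that library had 0.167 times the HBB UMIs of this cluster, but at 494 CPM the cluster was far below the other basal cells of that library (9009 CPM, from 2446 UMIs in 61 cells with a median of 1857 UMIs) and close to T cells (592 CPM), endothelial cells (470 CPM), fibroblasts (658 CPM), ciliated cells (559 CPM) and secretory cells (385 CPM). Free RNA and expression cannot be told apart for this cluster, because its cells held more UMIs (a median of 10820.0) than T cells (2425).

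MALAT1, HBB, DDX17, SYNE2 and F3 were detected in each of the 5 basal clusters. Averaged over libraries with at least 20 cells, MALAT1 ranged from 29458 CPM in cluster 14 to 45438 CPM in cluster 9, DDX17 from 361 CPM in cluster 2 to 567 CPM in cluster 9, SYNE2 from 152 CPM in cluster 14 to 369.6 CPM in cluster 9 and F3 from 433 CPM in cluster 14 to 836 CPM in cluster 24. For HBB single libraries carried the means: cluster 9 was at 2301 ± 5433 CPM (SD over 11 libraries), or 695 CPM without the RB6 library of set B (18366 CPM), and cluster 10 at 25.5 ± 60.0 CPM (9 libraries), or 5.61 CPM without the LUL library of set B. Clusters 14 and 24 rest on 1 library each, and these differences were not tested. Cluster 9 had the lowest median depth of the basal clusters, at 5718.5 UMIs against 8463 to 29826. Within basal cells of the same cluster, the lowest quartile of cells by UMIs had higher CPM than the highest quartile for MALAT1 in 11 of 11 libraries (log2 ratio 0.47 ± 0.16), DDX17 in 11 of 11 (0.37 ± 0.21) and SYNE2 in 10 of 11 (0.40 ± 0.27), with exact sign-flip permutation p of 0.000977, 0.000977 and 0.00195. For F3 the ratio averaged over clusters was above 0 in 10 of 11 libraries (0.35 ± 0.29, exact permutation p = 0.00684), although in the RB6 library of set D it was only 0.0044. For HBB it was above 0 in 11 of 11 libraries (2.03 ± 1.61, exact permutation p = 0.000977), but in the LUL library of set D only through the count of 0.5 that was added, since the CPM was 0 in the lowest and 0.143 in the highest quartile. A difference in UMIs per cell between basal clusters is therefore a candidate explanation for some of the differences in MALAT1, DDX17 and SYNE2 between them. Depth does not order all clusters. Cluster 14, with a median of 8463 UMIs, had less MALAT1 and SYNE2 than the deepest, cluster 10 (34042 and 193 CPM). Whether depth plays a part in the basal cluster 5 of the study was not tested, since its cells were not identified here.

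The LUL library of set A clustered apart in several cell classes: cluster 12 held 94.5% of its T cells, cluster 14 held 96.8% of its basal cells, cluster 16 held 84.0% of its endothelial cells and cluster 27 held 87.1% of its ciliated cells. The RUL library of set A, with a median of 2874 UMIs per barcode against 2918, did not do so. That comparison cannot exclude depth, because it used all barcodes while the clusters were made from kept cells. Among kept cells, the LUL library had lower medians than the RUL library in T cells (1234 against 1412.5 UMIs) and basal cells (8000 against 9976). The same held for endothelial cells (3782.5 against 4009) and ciliated cells (8656 against 11034). RNA from other cells was tested with secretory cell markers, which were at 8.32 UMIs per T cell (median of the other libraries 1.65), 35.5 per endothelial cell (3.67) and 12.6 per fibroblast (2.93). The library was above each other library in 1 of the 3 classes only. In the others it came second to the RB6 library of set B, with 12.8 per T cell, 33.1 per endothelial cell and 12.9 per fibroblast, while the remaining 9 libraries had at most 4.40, 10.2 and 4.61. The RB6 library of set B also clustered apart in 2 classes, with 552 of its 613 basal cells in cluster 24 and 67.6% of its ciliated cells in cluster 30. RNA from secretory cells may therefore add to the separation of the LUL library of set A, and it cannot be told apart from other differences of this library.

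MMP13 was called by site in basal cells and was lower in LUL than in RUL in each of the 4 sets. A shift between basal clusters was tested within cluster 2, which held the most MMP13 UMIs (39.9% of those in basal cells). The mean difference there was -1.10 ± 1.42 on the log2 scale (SD over 4 sets), negative in 3 of 4 sets, with an exact sign-flip permutation p of 0.25 where 4 sets allow no less than 0.125. In set A the value of 0.96 rested on 3 LUL cells with 0 MMP13 UMIs and is set by the count of 0.5 that was added, so the test is void for that set. The other sets gave -1.90 (B), -2.16 (C) and -1.30 (D). Cluster shares and a difference within clusters cannot be told apart for MMP13, because 1 of the 4 sets has too few cells in the cluster. A difference between sites within the bronchial tree, which the design includes, stays open, as does chance, since 5 of 100 groupings, the real one included, gave at least 3 genes.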
